A study of Sus scrofa with 4 samples.

How the data were processed

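RNA sequencing measured gene expression in 4 libraries of lung cells from pigs that carry an LGR5-H2B-GFP knock-in, in which a histone fused to green fluorescent protein reports the gene LGR5. Per the labels' protocols, lung tissue was minced and digested with dispase, collagenase and DNase, dead cells were excluded with propidium iodide, cells were separated by fluorescence-activated sorting, and sequencing libraries were made with the Illumina Nextera XT kit. The same text names antibodies against EPCAM and NGFR, covers adult and fetal lung together, and does not say which stage or which antibody gates apply to these 4 libraries. The name given to the deposited table of the comparison contains the words adult pig beside a code that no label explains, and it is the only statement of stage found. The titles put 2 libraries in the group GFP-HI and 2 in the group GFP-NEG and give each a biological replicate number, 1 or 2.

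The authors deposited 1 table of whole-number counts per gene for each library, with 29263 genes in each. No label or header states the aligner, the counting program, the strand setting, the filters or the genome build, and only the name of the comparison table carries what reads as an assembly and annotation release number, with no program or reference file named. No coordinates are given, and genes that overlap or have near-identical copies are uncertain. Every row names a gene, so none was left out of the library totals. The authors also deposited a table of the whole comparison with 16250 genes. Per the file headers it holds the raw counts of the 4 libraries, 4 columns of normalized values, their mean, a log2 fold change, a test statistic (a score), a p-value and an adjusted p-value. Its count columns are identical to the tables of the single libraries. The 4 deposited normalized columns are a linear signal: each equals 1 count column multiplied by a constant. They were used only to check what that table holds, because the headings of 2 of them name another library than the one whose counts they carry. No other column of values per sample was left over (0 columns).

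Of the Ensembl identifiers in the tables, 844 had a symbol in the gene name table provided, and 834 were renamed with it. The other 10 kept their identifier because the symbol was already in use. After this, 15886 genes had a symbol and 13377 had only an identifier.

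The main test was edgeR 4.0.16 (quasi-likelihood F test, glmQLFit and glmQLFTest, R 4.3.3) on the deposited counts, with TMM scaling, the filterByExpr filter and group as the only term. The filter kept 19682 genes, which held 99.8% of all counts. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p-value under 0.05 was the threshold. Values are given as CPM (counts divided by the library total and the TMM factor, on edgeR's usual scale), computed here from the deposited counts, as mean ± SD over 2 libraries. The standard error of a log2 fold change is its size divided by the square root of F. The fit gave a common dispersion of 0.239, and the genewise spread was moderated fully toward the common trend (infinite prior degrees of freedom), so a gene's own replicate scatter carried little weight in its test. With 2 libraries against 2, a gene has its groups fully apart in 1 direction or the other in 33.3% of genes by chance.

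Gene lists for lung cell classes, Wnt signalling, secreted factors, cell cycle and the response to tissue dissociation were written before the data were examined, as were the groups, the tests, the rule for named genes and most alternatives. The lists of 43 genes restricted to tissues other than lung and of cartilage genes were written after a first look at the data, and the 102 odorant receptor genes were picked by the form of their symbol after the tissue-restricted genes had been examined. Each list with at least 3 tested genes was tested with camera (limma 3.58.1, preset inter-gene correlation 0.01), adjusted over 13 lists. The erythroid list had 2 tested genes and was not tested. The named genes are LGR5, EPCAM and NGFR, and in each direction the 5 genes with the largest fold change among genes with a symbol, an adjusted p-value under 0.05, a mean of at least 10 CPM and both groups fully apart (1387 genes higher and 909 lower in GFP-HI met these terms). Other genes are named as members of a list or, where stated, were chosen after their values were seen. The reporter itself is not among the gene names.

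The edgeR procedure was tested on simulated counts for 19682 genes, drawn at the real means and library sizes with 200 genes changed by a log2 fold change of 2 or 3 in either direction. Of the 186 changed genes that passed the filter, 27.4% were recovered (0 in the wrong direction), and 3.77% of the 53 calls were false. Most changes of this size were thus missed in this simulation with 2 libraries in each group. The fit with the replicate number as a block recovered 30.1%, with 5.08% of 59 calls false. These shares cannot be carried over to the data, where far more genes were called (7076). The simulated genes also had the spread of the common trend, with no scatter of their own. A list moved as a whole was recovered, and 0 of the other lists were called. The simulated genes were drawn independently, so this does not test lists whose genes vary together.

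The libraries held 24200550 and 24689986 counts for GFP-HI and 6292253 and 7045652 for GFP-NEG, so 1 count corresponds to 0.0453 and 0.0496 CPM in the former and 0.155 and 0.110 CPM in the latter. Molecular identifiers are not mentioned, so duplicate reads cannot be set apart, and counting error understates the total error. The floor was set at 3 counts. The 2 libraries of a group were not copies of each other: a chi-square test of their counts gave 217 per degree of freedom in GFP-HI and 58.6 in GFP-NEG, where sampling noise alone gives about 1.

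The replicate numbers were taken to pair the libraries. The authors' deposited table heads its columns with pig numbers, each given to a GFP-positive and a GFP-negative column, and the Y-linked genes KDM5D and EIF1AY had counts in both libraries of replicate 1 and none in those of replicate 2. The replicate deviations in GFP-HI and in GFP-NEG correlated across 19682 genes with a Pearson r of 0.160. The fit with the replicate block was therefore run beside the main fit.

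The alternatives were RLE, upper-quartile and plain library-size scaling, 2 other filters on low counts, the replicate block, DESeq2 1.42.0 (Wald test), a test against a 2-fold change (glmTreat), fry and camera with an estimated correlation, genes at the floor set at their bound, a lower prior count (0.5 in place of 2) and each library left out in turn. Thinning of the GFP-HI counts to the GFP-NEG depth, 3 limits for background reads (the 95th percentile of the odorant receptor genes, that of the tissue-restricted genes, which mark the upper end of their ranges in the text, and the highest tissue-restricted gene), DESeq2 with the block, the 2-fold test for single genes, and removal of LGR5 from its lists were chosen after seeing the data. A correction for GC content and transcript length was planned and not run, since no transcript sequences were used here.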

Results

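Lung cells of LGR5-H2B-GFP knock-in pigs were sorted by green fluorescence into a bright fraction (GFP-HI) and a fraction without fluorescence (GFP-NEG), and each fraction was sequenced in 2 biological replicates. LGR5 encodes a receptor for R-spondins, secreted proteins that amplify Wnt signalling, and the knock-in marks cells that transcribe it. The series title places the work in lung development and homeostasis. The comparison implied by the design is the transcriptome of LGR5-reporter-bright cells against that of reporter-negative cells from the same tissue.

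The 2 GFP-HI libraries held 24200550 counts (replicate 1) and 24689986 counts (replicate 2). The GFP-NEG libraries held 6292253 and 7045652 counts. GFP-HI was therefore sequenced 3.67 times as deeply on average, and depth and group cannot be separated by the design alone. At least 1 count was found for 18752 and 18392 genes in the GFP-HI libraries, and for 24120 and 25985 genes in the shallower GFP-NEG libraries. The 10 most abundant genes took 11.7% and 10.4% of counts in GFP-HI and 7.47% and 5.91% in GFP-NEG. The 13 mitochondrial protein-coding genes took 0.708% and 1.29% of counts in GFP-HI and 1.14% and 2.17% in GFP-NEG. Across the 19682 tested genes, log2 CPM correlated with an r of 0.960 between the GFP-HI replicates and 0.889 between the GFP-NEG replicates. Between groups, r ranged from 0.729 (GFP-HI replicate 1 with GFP-NEG replicate 2) to 0.870 (GFP-HI replicate 1 with GFP-NEG replicate 1). Genes are not independent replicates, so these correlations describe the libraries only.

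LGR5, the gene that carries the reporter, was examined first as a check of the sort. Its raw counts were 3218 and 3073 in the GFP-HI libraries and 10 and 7 in the GFP-NEG libraries. This corresponds to 149 ± 4.63 CPM in GFP-HI (SD, n = 2) and 1.16 ± 0.555 CPM in GFP-NEG (SD, n = 2). The log2 fold change was 7.03 with a standard error of 0.716, and the adjusted p-value from edgeR's quasi-likelihood test was 3.7e-19. The authors' deposited table gives a log2 fold change of 7.04 and an adjusted p-value of 6.7e-25 for LGR5. EPCAM, an epithelial surface protein named in the sorting protocol, had 45 and 33 counts in GFP-HI and 36 and 35 counts in GFP-NEG. Its log2 fold change of -1.35 had a standard error of 1.05 and was not significant (adjusted p of 0.34, edgeR). NGFR, the other surface protein named there, had 7 and 2 counts in GFP-HI and 6 and 0 counts in GFP-NEG and was too low to be tested.

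Of the 19682 genes tested, 7076 differed between the groups at an adjusted p-value under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these, 1643 were higher and 5433 were lower in GFP-HI, so that 23.2% of the calls were higher. The median log2 fold change over all tested genes was -0.25. The groups were fully apart for 69.7% of the tested genes, against 33.3% expected by chance with 2 libraries in each group. The split between higher and lower genes depended on scaling and on the limit set on low counts. With plain library-size scaling the median log2 fold change shifted to -0.68, and 888 genes were higher and 5730 lower. The share of higher calls was 20.6% with no filter on low counts and 31.2% above the highest tissue-restricted gene. With the GFP-HI libraries thinned at random to the mean GFP-NEG depth, 1156 genes were higher and 3576 lower. Thinning thus changed the number of calls more than the split, with 24.4% of them higher. Lower genes outnumbered higher genes under each of the 13 alternatives that gave a count. Genes without a symbol made up 144 of the higher calls and 3413 of the lower calls. Of the 5433 lower genes, 24.6% had GFP-NEG levels in both libraries under the 95th percentile of 102 odorant receptor genes, and 73.3% under that of 43 genes restricted to tissues other than lung, whose 95th percentile in GFP-HI was of similar size.

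The GFP-HI minus GFP-NEG difference in log2 CPM in replicate 1 correlated with that in replicate 2 across genes, with a Pearson r of 0.824 and a Spearman rho of 0.800, and 79.9% of genes had the same sign in both replicates. Without the filter on low counts, r was 0.738 over 26737 genes.

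**Figure D1:**
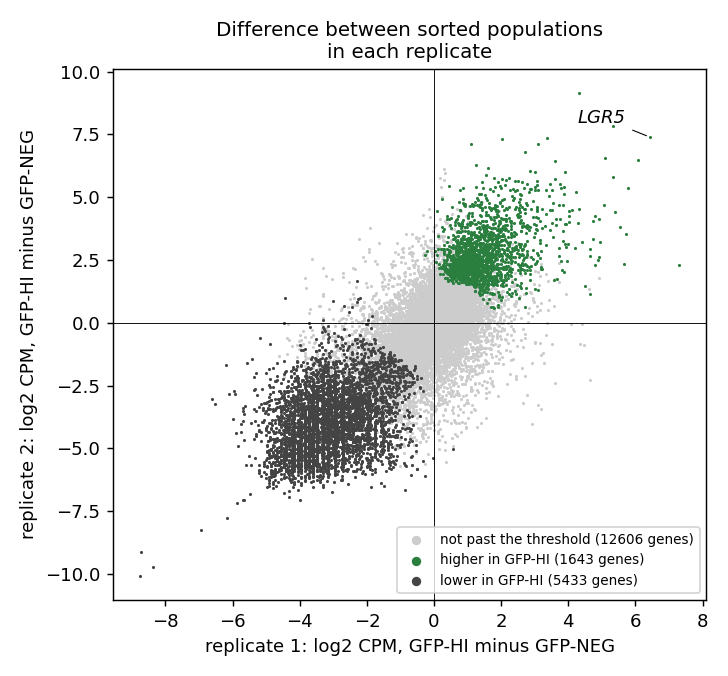
Each point is one of the 19682 tested genes, placed by its difference in log2 CPM (GFP-HI minus GFP-NEG) in replicate 1 (x axis) and replicate 2 (y axis). Genes past the adjusted p threshold of 0.05 are green (1643 higher) or dark grey (5433 lower), light grey genes are not past it, and LGR5 lies at the upper right.

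Besides LGR5, the largest increases among named genes that met the preset rule were in IL13RA2, CRABP1, HMCN2 and OSR2. IL13RA2 encodes a decoy receptor for interleukin 13. It had 468 and 1597 counts in GFP-HI and 6 and 0 in GFP-NEG, with a log2 fold change of 6.90 ± 0.76 (SE) and an adjusted p of 3.1e-16 (edgeR). Under DESeq2 the adjusted p of IL13RA2 was 0.010 without and 2.4e-08 with the replicate block. The size of this change rested on the 6 counts of GFP-NEG replicate 1: without that library the fitted value was 12.7, against a library with 0 counts. CRABP1, a retinoic acid-binding protein, reached 4043 ± 2879 CPM in GFP-HI (SD, n = 2) against 37.7 ± 16.3 CPM in GFP-NEG (SD, n = 2). Its replicates differed, with 2007 and 6078 CPM in the GFP-HI libraries, but the lower of these was above both GFP-NEG values. Its log2 fold change was 6.74 ± 1.28 (SE) with an adjusted p of 5.0e-06. HMCN2 was at 287 ± 127 CPM against 5.64 ± 1.47 CPM, and the transcription factor OSR2 was at 304 ± 30.8 CPM against 6.16 ± 4.68 CPM (SD, n = 2 in each group). Their log2 fold changes were 5.67 and 5.64.

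The largest decreases by the same rule were in ZBTB32, MGAM, MMP8, FCRLA and MMP9, with log2 fold changes between -5.61 and -4.99 and adjusted p-values (edgeR) of 5.8e-09 or less. ZBTB32 was at 0.635 ± 0.127 CPM in GFP-HI and 31.5 ± 22.1 CPM in GFP-NEG (SD, n = 2). FCRLA was at 1.93 ± 1.19 CPM against 61.9 ± 33.5 CPM, and MMP9 at 1.06 ± 0.603 CPM against 33.9 ± 10.3 CPM. MMP8 counts were uneven, with 407 in GFP-NEG replicate 1 and 32 in GFP-NEG replicate 2, and 38 and 2 in the GFP-HI libraries. Its adjusted p under DESeq2 was 0.044 without and 1.3e-07 with the replicate block. The MMP8 difference in log2 CPM was -5.09 within replicate 1 and -3.94 within replicate 2, so the fall was present in both. Its log2 fold change was -5.16 with all 4 libraries, -1.93 without GFP-NEG replicate 1 and -8.20 without GFP-HI replicate 1. These 2 fits each leave 1 library without its partner, so the size of the change is uncertain. Among unnamed genes, the identifier ENSSSCG00000045823 had 0 and 1 counts in GFP-HI and 293 and 1447 counts in GFP-NEG, at least 306-fold lower in GFP-HI when the lower GFP-NEG library is set against the floor of 3 counts. It was chosen after its values were seen.

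**Figure D2:**
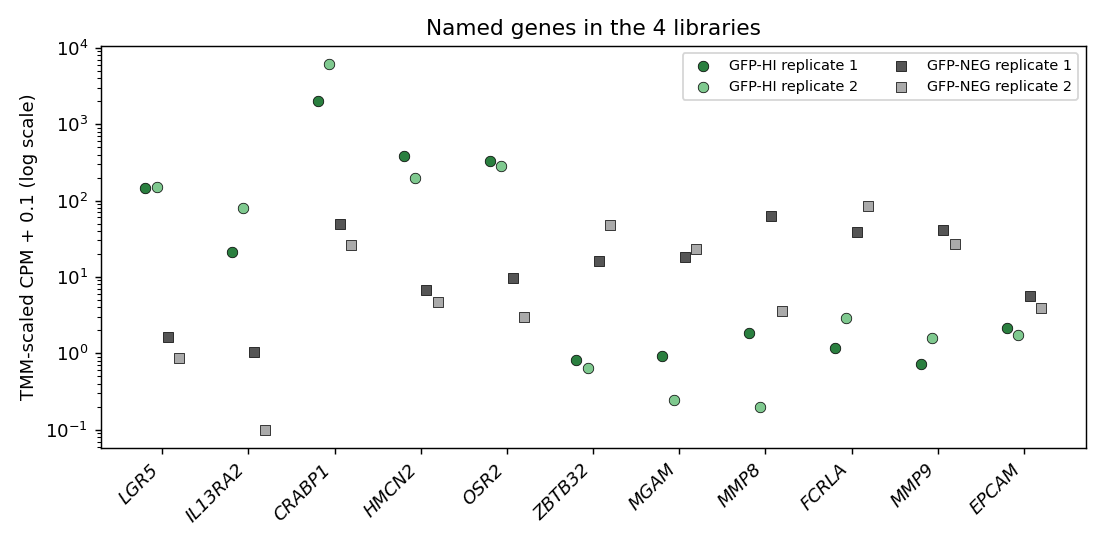
TMM-scaled CPM plus 0.1 on a log axis for the named genes except NGFR, which was too low to be tested, in each of the 4 libraries (circles GFP-HI, squares GFP-NEG). For the 5 genes at the left both GFP-HI libraries lie above both GFP-NEG libraries, for the other genes below them, and the 4 EPCAM values lie closest together.

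Which lung cell classes and pathways differed was asked with 13 gene lists. The fibroblast list was higher in GFP-HI, with a median log2 fold change of 2.33 over 14 genes, of which 13 were higher and 9 passed the threshold (9 adjusted over the list alone). The set test (camera) gave an adjusted p of 3.9e-08. PDGFRA had 18141 and 11348 counts in GFP-HI and 626 and 207 in GFP-NEG, a log2 fold change of 3.53 (adjusted p of 6.8e-05, edgeR). FBLN1 and LUM had log2 fold changes of 4.40 and 3.96. The collagen genes COL1A1 and COL1A2 were among the most abundant transcripts in GFP-HI and were higher there by 1.88 and 1.79 on the log2 scale, but were not past the threshold in edgeR (adjusted p of 0.36 and 0.46). Under DESeq2 both were past it (adjusted p of 0.0035 and 0.016), so their calls depend on the test. The gene COL1A2 was also the most abundant gene of GFP-NEG replicate 1, with 78483 counts. Its log2 fold change was 3.01 without that library and 1.14 without GFP-NEG replicate 2. The fibroblast median was 4.73 when GFP-NEG replicate 1 was left out, so that this library set the size of the difference.

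The immune list was lower in GFP-HI, with a median log2 fold change of -2.64, 0 of 15 genes higher, 11 lower past the threshold (11 adjusted over the list alone) and an adjusted camera p of 0.0026. PTPRC, which encodes the pan-leukocyte protein CD45, had 1014 and 2442 counts in GFP-HI and 4424 and 11074 in GFP-NEG, a log2 fold change of -3.51 (adjusted p of 1.6e-04, edgeR). The endothelial list was lower as well, with a median of -2.34 (-1.51 without GFP-NEG replicate 1), 10 of 11 genes past the threshold (10 adjusted over the list alone) and an adjusted camera p of 0.0084. The list of genes induced by tissue dissociation was lower in all 13 genes, with a median of -2.02, 7 genes past the threshold (9 adjusted over the list alone) and an adjusted camera p of 0.0066.

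The list of Wnt targets and feedback genes was higher in GFP-HI, with a median log2 fold change of 0.89 over 15 genes, 5 higher and 2 lower past the threshold (8 adjusted over the list alone) and an adjusted camera p of 0.0040. It contains LGR5 itself. Without LGR5 the median was 0.83 and the adjusted camera p was 0.013. The R-spondin and LGR list, which also contains LGR5, had a median of -0.81 without it (adjusted p of 0.82), against -0.02 with it. AXIN2 rose by 2.78, NKD1 by 2.16, APCDD1 by 2.07 and TNFRSF19 by 4.26 on the log2 scale (adjusted p of 1.3e-05, 3.7e-04, 0.024 and 2.3e-09, edgeR). APCDD1 lost its call under 5 alternatives, among them library-size scaling (adjusted p of 0.16). AXIN2 and NKD1 were higher in both replicates. Their log2 fold changes were 4.87 and 4.01 without GFP-NEG replicate 1, and 1.94 and 1.36 without GFP-NEG replicate 2. LGR6 fell by 3.74, and its fold change was -8.57 without GFP-HI replicate 1, against a library with 0 counts. WIF1 fell by 2.77, but this rested on GFP-NEG replicate 1: the difference was -3.71 in replicate 1 and -0.02 in replicate 2, and the fold change was -0.08 without that library. LEF1 and TCF7, at -0.65 and -1.12, did not pass the threshold (-0.05 and -0.27 without GFP-NEG replicate 2), although TCF7 passed under library-size scaling (adjusted p of 0.0081). When GFP-NEG replicate 1 was left out, the median of this list was 1.85. The list of secreted niche factors had a median of 1.33, 7 of 14 genes higher and 2 lower past the threshold (9 adjusted over the list alone) and an adjusted camera p of 0.013, and its median was 2.71 when GFP-NEG replicate 1 was left out. BMP4 (log2 fold change 4.12), FGF10 (3.41), HGF (3.32), CXCL12 (2.88), WNT5A (2.65), BMP5 (2.30) and WNT11 (1.89) were higher in GFP-HI, and NRG1 (-3.83) and GREM1 (-2.72) were lower. WNT11 was not past the threshold under DESeq2 (adjusted p of 0.072), and its log2 fold change ranged from 1.04 to 4.0 when single libraries were left out. Without GFP-NEG replicate 1, BMP5 was at 3.94 and GREM1 at -0.85, and without GFP-NEG replicate 2 they were at 1.54 and -3.52.

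The other 7 lists were not past the threshold in the set test. General epithelium had a median of -1.31, airway epithelium -1.22, AT2-like epithelium -0.81, AT1-like epithelium -0.34, cell cycle -0.25, R-spondin and LGR -0.02, and smooth muscle and pericyte 0.68. Their adjusted camera p-values ranged from 0.12 to 0.92. The sign of the median differed between the 2 replicates for the smooth muscle and pericyte list, the R-spondin and LGR list and the cell cycle list, whose replicate 2 median was 0.0017. Several of these values moved when 1 library was left out, a fit that leaves another library without its partner. Without GFP-NEG replicate 1 the median was 2.08 for AT1-like epithelium, 1.33 for R-spondin and LGR, 2.25 for smooth muscle and pericyte, and -0.57 for cell cycle. It was -0.16 for smooth muscle and pericyte without GFP-NEG replicate 2. Without GFP-HI replicate 1 it was 0.40 for cell cycle, -2.09 for general epithelium, -0.65 for airway epithelium and -0.44 for AT2-like epithelium. For AT1-like epithelium the medians within replicates 1 and 2 were -0.29 and -0.10, so the value of 2.08 was not seen within either replicate. SFTPC, the surfactant protein C gene of alveolar type 2 cells, had 1808 and 3432 counts in GFP-HI and 1940 and 566 in GFP-NEG, a log2 fold change of -0.53 within the spread between replicates (adjusted p of 0.53, edgeR), and 1.02 without GFP-NEG replicate 1. Camera uses a preset correlation between genes. With fry, or with the correlation estimated from these 4 libraries, none of the 6 list calls held: the smallest adjusted p was 0.13 for fry and 0.63 for the estimated correlation. At an unadjusted p under 0.05, fry kept 1 list, the immune list (p of 0.0099).

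**Figure D3:**
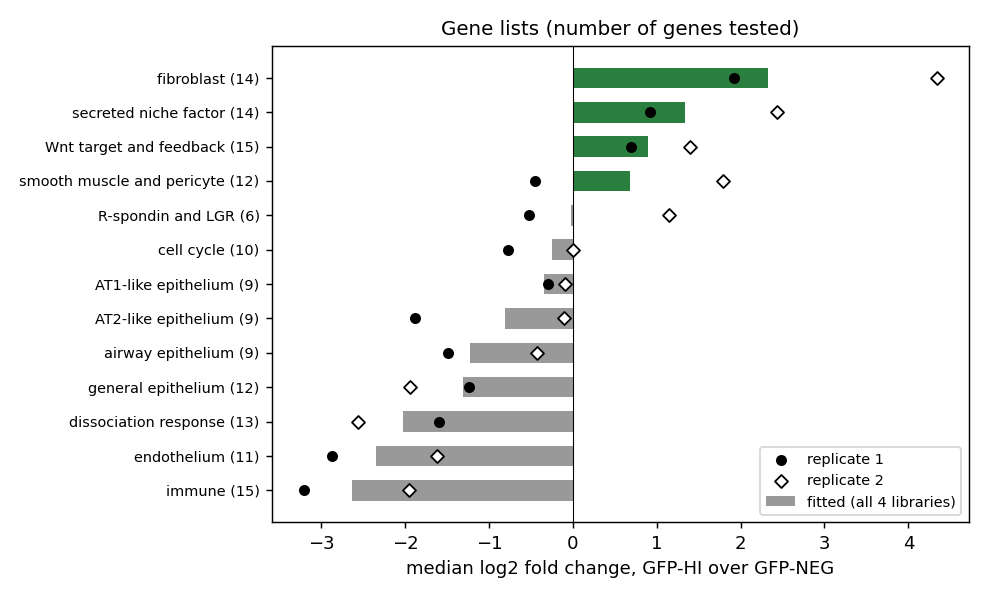
Median log2 fold change (GFP-HI over GFP-NEG) of the 13 gene lists, as bars for the fit of all 4 libraries and as symbols for replicate 1 (filled circle) and replicate 2 (open diamond), with the number of genes tested. The fibroblast bar is at 2.33 and the immune bar at -2.64, and the symbols lie on both sides of 0 for the smooth muscle and pericyte list and the R-spondin and LGR list (the cell cycle list has 1 symbol at 0.0017).

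The authors' deposited table lists 16250 of the 29263 genes and calls 1332 higher and 1825 lower in GFP-positive cells at an adjusted p-value under 0.05. Of these, 1268 of the higher and 1748 of the lower genes were also called here, and 0 were called in the opposite direction. Genes outside that table accounted for 26 of the higher and 3474 of the lower calls made here. Log2 CPM (with 1 CPM added) from the counts correlated across genes with the table's normalized values with an r of 0.993 for the column headed GFP-negative of pig 1 and 0.987 for GFP-positive of pig 2, but 0.731 for GFP-negative of pig 2 and 0.742 for GFP-positive of pig 1. With the headings of the latter pair exchanged, r was 0.989 and 0.994.

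**Figure D4:**
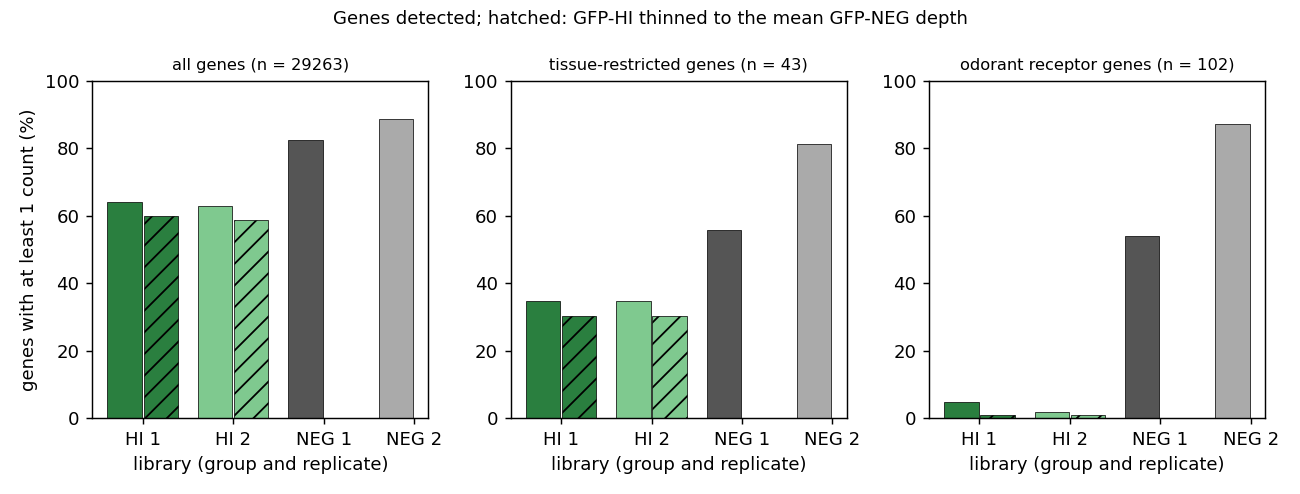
Percentage of genes with at least 1 count (y axis) in each library for all genes, for 43 genes restricted to tissues other than lung, and for 102 odorant receptor genes, with hatched bars for GFP-HI libraries thinned to the mean GFP-NEG depth. Odorant receptor genes were detected for 4.90% and 1.96% of genes in GFP-HI and for 53.9% and 87.3% in GFP-NEG.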

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

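The thinned counts, the 3 background limits, DESeq2 with the block, the 2-fold test for single genes and the removal of LGR5 from its lists were tests chosen after the data were seen.

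The replicate block, which pairs the libraries of one animal, gave 1707 genes higher and 4793 lower in GFP-HI, of which 1507 and 4680 were among the 1643 and 5433 of the unpaired fit. The block changed no edgeR call of LGR5, EPCAM, the 9 other named genes with a test, the 27 genes named from lists or a gene list. Of the tested tissue-restricted genes, CYP7A1 lost its call (adjusted p of 0.010 without and 0.081 with the block). It reversed the sign of the R-spondin and LGR median, which was near 0 (-0.02 without and 0.11 with the block) and not past the threshold in either fit. Under DESeq2 with the block, 3194 genes were lower, against 6024 without it.

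The number of higher genes was 1083 under upper-quartile scaling, 888 under library size alone and 711 in the test against a 2-fold change, where fewer genes can pass by construction. Higher genes made up 16.1%, 13.4% and 13.1% of the calls in these fits, against 23.2%. Scaling moved the median log2 fold change of all tested genes from -0.25 to -0.58 (upper quartile) and -0.68 (library size alone). The choice of genes moved it in both directions. The median was -1.21 with no filter on low counts, 0.09 above the tissue-restricted range and 0.06 above the highest tissue-restricted gene. The number of lower genes was 3576 after thinning GFP-HI to the GFP-NEG depth (16501 genes tested). Among the 11235 genes above the 95th percentile of the tissue-restricted genes, 493 were higher and 1245 lower, and among the 9241 above the highest of those genes, 484 and 1069. RLE scaling, both other filters on low counts, the odorant receptor limit and DESeq2 without the block gave counts within 1.5 times of the main counts, and 1580 of 1643 higher genes were shared with RLE scaling. No fit that left out a library gave a count of calls, because one group was then a single library. The shallow GFP-NEG libraries may limit the count of higher genes, since 1 count there is worth 0.110 to 0.155 CPM. This was not tested, because no fit varied the GFP-NEG depth.

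The log2 fold change of LGR5 kept its direction and its call under the 13 alternatives that gave it a test. Among fits that each left out one library, EPCAM ranged from -1.60 to -1.06. With fry and with camera at an estimated correlation, 6 list calls were lost with their medians unchanged by construction: fibroblast (2.33), endothelium (-2.34), immune (-2.64), Wnt target and feedback (0.89), secreted niche factor (1.33) and dissociation response (-2.02). Fry adjusted p-values for these ranged from 0.13 to 0.43. The 4 calls gained were smooth muscle and pericyte with no filter on low counts (0.72), and general epithelium after thinning (-1.71), above the tissue-restricted range (-1.55) and above the highest tissue-restricted gene (-2.01). The R-spondin and LGR median was 0.51 above the tissue-restricted range, a reversal without a call, and -0.81 with LGR5 removed from the list. Of the 27 genes named from lists, 7 calls were gained and 11 lost. COL1A1 and COL1A2 passed under DESeq2 with and without the block. TCF7 passed under upper-quartile and library-size scaling and after thinning. NKD1 and BMP5 were lost above the tissue-restricted range, APCDD1 in 5 fits and WNT11 in 4. HAPLN1 reversed under RLE (-0.015), upper-quartile (-0.21) and library-size scaling (-0.30), with a mean count of at least 10 (-0.029), after thinning (-0.059), and above the odorant receptor (-0.020) and tissue-restricted (-0.24) ranges and the highest tissue-restricted gene (-0.27), in each case without a call.

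Leaving out each library in turn moved the list medians as follows. AT1-like epithelium ranged from -1.55 to 2.08, with reversals at 0.61 (without GFP-HI replicate 2) and 2.08 (without GFP-NEG replicate 1). Smooth muscle and pericyte ranged from -0.16 (without GFP-NEG replicate 2) to 2.25. R-spondin and LGR ranged from -0.71 to 1.33 (without GFP-NEG replicate 1), and was 0.17 without GFP-HI replicate 2. Cell cycle ranged from -1.09 to 0.40 and was 0.30 without GFP-NEG replicate 2. General epithelium ranged from -2.09 to -1.07, fibroblast from 1.67 to 4.73, Wnt target and feedback from 0.94 to 1.85 and secreted niche factor from 0.85 to 2.71. Each of these fits leaves 1 library without its partner. The AT1-like reversals were absent within replicates 1 and 2, where the medians were -0.29 and -0.10. The cause of the other shifts was not tested. Setting the 3 list genes at the floor to their bound changed no list median's direction. In these fits 13 values moved by more than the spread between replicates among the 9 named genes other than LGR5, EPCAM and NGFR, as did 3 values of EPCAM, none with a change of direction. Among the further 27 genes named from lists, SFTPC ranged from -1.26 to 1.02 (without GFP-NEG replicate 1) and HAPLN1, near 0 with all libraries, from -0.82 to 2.16.

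The Pearson r between replicates was 0.738 with no filter and otherwise within 0.05 of 0.824. The Spearman rho moved more, from 0.800 to 0.692 among genes with a mean of at least 10 CPM and to 0.743 with no filter. Among genes with a mean of at least 10 CPM, the deposited columns headed GFP-negative of pig 2 and GFP-positive of pig 1 correlated with the libraries so named at 0.485 and 0.488. The corrections for GC content and length, with and without the replicate block, were not run, since no GC content was used here.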

Other observations

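The sign test on tissue-restricted genes, the tests on odorant receptor genes, on the whole set of lower genes near 0 counts in GFP-HI, on the column headings, on the Y-linked genes, on the rule of 5 raw counts and on the level of the highest tissue-restricted gene were chosen only after the result was seen.

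The GFP-NEG libraries detected more genes than the deeper GFP-HI libraries. Depth argues the other way: after thinning GFP-HI to the mean GFP-NEG depth, the higher of the GFP-HI libraries detected 17554 genes, against 24120 in the lower of the GFP-NEG libraries. A wider mix of lung cells as the whole cause is argued against by the odorant receptor genes, of which 55 and 89 of 102 had counts in GFP-NEG, against 5 and 2 in GFP-HI. A candidate explanation is a low level of reads spread over the genome or over all transcripts in the GFP-NEG libraries, for example from carried-over DNA. It was tested on 43 genes restricted to tissues such as liver, retina or testis. The criterion set beforehand, that each GFP-NEG library detect over 2 times as many of these as any thinned GFP-HI library, was not met: 24 and 35 were detected in GFP-NEG and 13 and 13 in the thinned GFP-HI libraries. As first written, missing it was to count against the explanation. Their summed level did not separate the groups, at 75.8 and 124 CPM (of unscaled totals) in GFP-NEG and 63.9 and 84.3 in thinned GFP-HI. This sum cannot show reads spread over many genes, since few genes held most of it in GFP-HI. Of 1440 and 1992 counts there before thinning, DSPP held 530 and 428, TECTA 491 and 291, and CYP7A1 203 and 970. A sign test was then run on the same 43 genes. In replicate 1, 13 genes were detected only in GFP-NEG and 2 only in thinned GFP-HI, and in replicate 2 the numbers were 22 and 0. The larger of the 2 exact two-sided p-values was 0.0074, across genes of single libraries and not across animals. Because the test set beforehand failed and the later one was chosen on the same values, background reads and expression in further cells cannot be told apart on these genes. Some of them were also expressed in GFP-HI (CYP7A1, with 203 and 970 counts, is one), so the list is not silent in these cells. Whether such reads came from DNA or RNA was not tested.

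Such a background would bear on the excess of lower genes. As the whole cause it is argued against, since 1245 lower genes were past the threshold among genes above the 95th percentile of the tissue-restricted genes, against 493 higher, and 1069 against 484 above the highest of those genes. Depth as the whole cause is argued against by the thinned fit, which still gave 3576 lower genes against 1156 higher. Single genes were first examined through the 5 unnamed genes with the smallest p-values among those at or under 3 counts in both GFP-HI libraries. Their GFP-NEG levels were 0.989 to 18.5 times the 95th percentile of the tissue-restricted genes, and 2 of the 5 lay above the highest of those genes in both GFP-NEG libraries. As genes chosen for the size of their fall they decide nothing. The question was then widened to all 2852 lower genes with at most 3 counts in both GFP-HI libraries, 2369 of them without a symbol. For these, background reads cannot be told apart from expression in other cells: 39.9% lay under the 95th percentile of the odorant receptor genes (1.39 and 5.25 CPM), and no transcript lengths were used here to scale that range to longer genes. Under that of the tissue-restricted genes lay 98.6% of them, which decides nothing here. This limit was about as high in GFP-HI (8.59 and 13.4 CPM) as in GFP-NEG (9.89 CPM in replicate 1), because it was set by genes counted in both groups, so that levels under it do not measure reads particular to GFP-NEG, while levels above it exceed a demanding limit.

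Cartilage transcripts were high in GFP-NEG, above all in replicate 1. COL2A1 had 34217 and 6214 counts in GFP-NEG and 4646 and 1693 in the deeper GFP-HI libraries, a log2 fold change of -4.35 (adjusted p of 3.4e-04, edgeR). COL2A1, COL9A1 and ACAN were noticed first. A list of further cartilage genes was then written, and 9 of its 10 tested genes were lower in GFP-HI past the threshold, with MATN1 at 4617 and 643 counts in GFP-NEG and 402 and 350 in GFP-HI. The exception was HAPLN1, at a log2 fold change of 0.01 that changed sign with the scaling. Background reads are argued against, since 10 of these 10 genes lay above the 95th percentile of the tissue-restricted genes in GFP-NEG replicate 1 and 8 of 10 in replicate 2. Above the highest tissue-restricted gene lay 8 of 10 in each GFP-NEG library, without CNMD and SOX9, for which background stays open. Much of the size of the difference came from replicate 1: without that GFP-NEG library the log2 fold change was -2.21 for COL2A1 and -1.99 for MATN1. The values are consistent with cartilage cells among the sorted GFP-NEG cells, for example from airway walls, which are part of the lung. This is a hypothesis, and whether the replicates differed in their share of airway was not tested. Some of these genes, SOX9 among them, are also expressed by other lung cells.

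The authors' deposited table is named for a regularised log transform, but its normalized columns are linear. Each is proportional to exactly 1 count column, and 2 of the 4 are proportional to the library in their heading. The column headed GFP-negative of pig 2 carries GFP-HI replicate 1, and the column headed GFP-positive of pig 1 carries GFP-NEG replicate 2. A possible explanation is column headings set in another order than the data. The 2 matching and 2 exchanged columns are the observation itself and do not test it. The order of the contents is what it needs. They run as the count columns do, GFP-NEG and GFP-HI of replicate 1 and then of replicate 2. The headings instead name both GFP-negative columns first. Read by its heading, LGR5 would appear high in a negative library and low in a positive one. The fold changes of the table are not affected: a DESeq2 fit without a block on the counts of all genes differed from them by at most 2.7e-08 on the log2 scale, and one with the replicate block by up to 2.68.

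That DESeq2 fit called 7378 genes, of which 4221 (22 higher and 4199 lower) are not listed in the authors' deposited table. A minimum in at least 3 of the 4 libraries was tried first as the rule of listing, and at best sorted 97.8% of genes correctly. Many simple minimums on raw, normalized and depth-scaled counts were then searched on the same table, and a mean of at least 5 raw counts in both groups sorted 100% of the 29263 genes. Applied to raw counts, such a rule may drop genes that are close to exclusive to one population. Of the 4221 called genes not listed, 4199 were lower and 22 higher in GFP-HI, so the genes left out were mostly low in the deeper libraries. The next example, IL13RA2, is from the smaller side. IL13RA2, with a mean of 3 counts in GFP-NEG, ranked 6 among all tested genes by p-value in edgeR and is not listed. LGR5, with a mean of 8.5 counts there, is listed.

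The Y-linked gene KDM5D had 798 and 95 counts in the GFP-HI and GFP-NEG libraries of replicate 1 and 0 in both libraries of replicate 2, and EIF1AY had 635 and 213 counts against 0 and 0. The lowest KDM5D count in replicate 1 was thus 95, and a count of 0 allows up to 3 counts. This is consistent with each replicate number marking one animal and with the 2 animals differing in sex, so that sex and replicate cannot be separated in these libraries. No biological explanation for any difference between the animals was tested.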
